A study of Mus musculus with 9 samples. Its data were reported in "Genome-wide chromatin accessibility is restricted by ANP32E" (2020).

How the data were processed

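ATAC-seq was carried out on primary MEFs from WT and Anp32e null embryos, and on Anp32e null MEFs transfected with NT siRNA or with siRNAs against H2A.Z. Libraries had been made with the Illumina Nextera DNA Flex kit and sequenced as paired ends. The authors aligned reads to mm10 with Bowtie2, removed PCR duplicates with Picard and called peaks with MACS2 in paired-end mode on the merged libraries of each group. In paired-end mode MACS2 piles up whole fragments, so a shift of ends for the Tn5 cut, whether or not it was made, would move a peak's edges by a few bases only. The analysis here used the 4 resulting peak lists, each with 1 row per peak.

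Groups were taken from the sample labels: 3 WT, 3 Anp32e null, 1 NT siRNA and 2 H2A.Z siRNA libraries. In each deposited list, the fold enrichment at the summit is a ratio of fragment pileup to local background with a pseudocount of 1 added to both, and it is the authors' value for that peak. The p-value and q-value columns were deposited as −log10 values from MACS2. The last column gives the summit's offset from the peak start in bp. The WT list was deposited with 84126 peaks, including 5 on the mitochondrial genome and 81 on unplaced scaffolds, and the null list with 82640, including 6 and 67. Both siRNA lists held nuclear chromosomes alone, and 74 and 79 of their running peak numbers were absent, so peaks had been removed from those lists before deposition, whereas the WT and null lists still held mitochondrial and scaffold peaks. All 4 lists were cut to the assembled chromosomes 1 to 19, X and Y. Regions of known artefact signal were not masked here.

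The coverage of each library was not used here, but depth was recovered from the peaks themselves. The fold and the −log10 p-value of a peak fix its whole-fragment pileup and its local background under the Poisson model of MACS2. Solving for both gave a pileup within 0.05 of a whole number for 99.998% of WT peaks, 99.995% of null peaks and 100% of peaks in the siRNA lists. The most frequent background value of a list is its genome-wide background, which scales with depth. On simulated data, all of 20000 pileups were returned exactly. Lists were brought to equal depth by binomial thinning of each pileup to the background of the shallower list and testing it again at that list's threshold. On 108409 simulated sites, thinning gave 99.8% of the calls made directly at the depth of null, and 100.2% at the depth of NT siRNA. Those sites had the strengths of the H2A.Z siRNA peaks, which are stronger than the WT and null peaks. The check thus says little about weak peaks. Thinning keeps the deposited peak edges, so it lowers the number of peaks but not their width. A site below the threshold of the deeper list cannot gain a call by thinning, as it could in a list called at the lower depth. Comparisons of a thinned list with a list as called are therefore one-sided.

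Intersections, merges and Jaccard indices were computed with bedtools 2.31.1. Peaks were shared when they overlapped by 1 bp or more, following the study's practice, and sites were merged when peaks overlapped or touched. Rank changes used percentile ranks of fold within each list, the highest-ranked peak of a site standing for it. Annotation was GENCODE M21 on GRCm38, the assembly of mm10, and every peak end lay inside the chromosome lengths of the reference. Promoters were all annotated TSSs, 132629 positions, with 1 kb on either side. Shares carry a 95% Wilson interval. Correlations between rank changes carry a 95% interval from 1000 draws of whole chromosomes with replacement, which was added after the correlations had been seen. No significance test was made between lists, since 1 list per group leaves no replicates. Other steps used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and figures used matplotlib 3.10.9.

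The alternatives fixed before the data were examined were a −log10 q of 5 or more, the same number of peaks from each list (82567), the top 20000 peaks, every sequence in the lists, autosomes alone, a reciprocal overlap of 50%, summit overlap, merging across a gap of one nucleosome length, ranking by −log10 p, sites with 1 peak per list, promoters of 500 bp on either side, and protein-coding transcripts alone (54363 TSSs). The same number of peaks and the top 20000 peaks were taken by highest −log10 p, not by fold. Thinning to equal depth was added after the depths had been seen. Named loci followed a rule fixed together with the first set of alternatives: Anp32e, the siRNA targets H2afz and H2afv, the study's examples Crabp1 and Cdkn1c, the 3 autosomal null peaks of highest fold with no WT overlap and an NT siRNA overlap, and the 3 autosomal WT peaks of highest fold that overlapped no other list.

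For the additional observations, recovered pileups at shared sites were divided by the background of their list and compared as log2 ratios, with the strongest 1000 shared sites as a second scaling. GC content and consensus sequences were read from GRCm38 in windows of 201 bp centred on summits. The 5 consensus sequences (AP-1, SP1, NF-Y, TEAD and RUNX) were listed before any was counted in the peaks, and all are reported. GC content was removed by subtracting the median of 20 GC bins, and matched sets drew equal numbers of peaks from each of 20 bins. All analyses of pileup ratios, chromosomes, GC content, gene density and consensus sequences were devised once the lists had been seen. Ratios were computed for null over WT, H2A.Z siRNA over NT siRNA, null over NT siRNA and NT siRNA over WT. H2A.Z siRNA over null was added to look for steps along chromosomes, and H2A.Z siRNA over WT for its relation to GC content. Autosome medians were correlated with autosome GC content by two-sided permutation tests with 100000 permutations, adjusted by Benjamini-Hochberg over 4 contrasts. Medians in wider bins along chromosomes were also computed and not carried further. The limits used to judge the chromosome tests, namely the correlation between parts of chromosomes, the step of 0.25, the limit for the GC test on chromosome 16 and the comparison of gene density with the siRNA pair, were set with the values in view.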

Results

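Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase cuts open chromatin and inserts sequencing adapters, in primary mouse embryonic fibroblasts (MEFs). The 9 libraries formed 4 groups. Wild-type (WT) MEFs and Anp32e null MEFs, which lack the histone chaperone ANP32E, had 3 libraries each. The other groups were Anp32e null MEFs transfected with a non-targeting (NT) siRNA, with 1 library, and Anp32e null MEFs transfected with siRNAs against the histone variant H2A.Z, with 2 libraries. Peaks had been called by the authors after the libraries of a group were merged, so each group was represented by 1 peak list, and no replicate values were analysed here. Differences between lists therefore had no replicate check. The main shares are given with a 95% Wilson interval, which covers counting error only since neighbouring peaks are not independent, and in part with their range over the 19 autosomes.

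The lists held 84040 peaks for WT, 82567 for Anp32e null, 89272 for NT siRNA and 108409 for H2A.Z siRNA on the assembled nuclear chromosomes of mm10. Median peak width was 572 bp in WT, 561 bp in null, 539 bp in NT siRNA and 658 bp in H2A.Z siRNA, and the lists covered 56.7 Mb, 54.7 Mb, 57.4 Mb and 83.5 Mb, respectively. The lists differed in depth. The genome-wide background, in fragments expected per position, was 8.85 for WT, 5.12 for null, 3.88 for NT siRNA and 17.8 for H2A.Z siRNA, so the WT list was 1.73 times deeper than the null list and the H2A.Z siRNA list 4.59 times deeper than the NT siRNA list. Behind the median peak stood a summit of 50 fragments in WT, 43 in null, 54 in NT siRNA and 156 in H2A.Z siRNA. The order of WT and null depended on the setting. At a −log10 q of 5 or more, 67248 WT and 69941 null peaks were left, and after the WT list had been thinned to the depth of the null list it held 77910 peaks against 82567. The H2A.Z siRNA list held more peaks than the NT siRNA list also when thinned to the same depth, at 95400 against 89272.

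**Figure D1:**
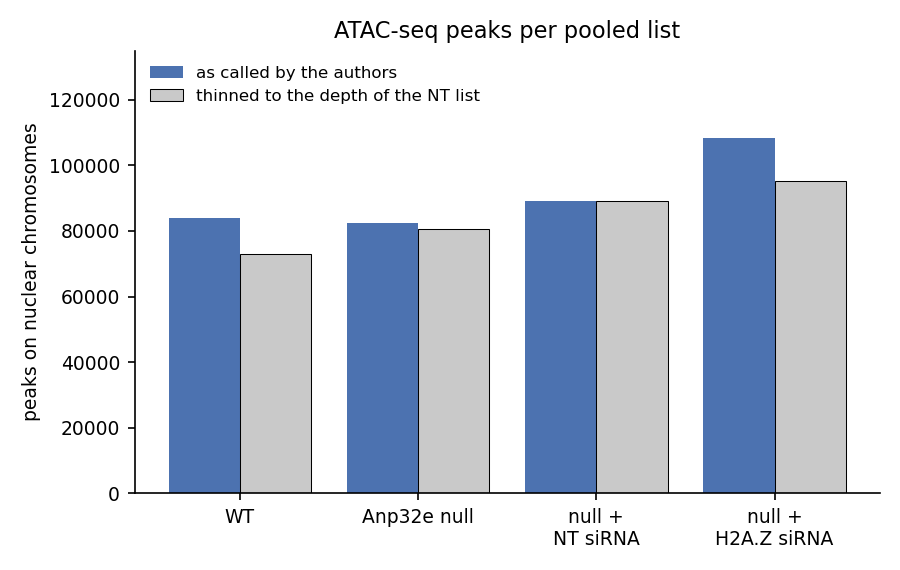
Number of ATAC-seq peaks on nuclear chromosomes (vertical axis) in the 4 pooled lists, as called by the authors (blue) and after each list was thinned to the depth of the NT siRNA list (grey). WT and null held 84040 and 82567 peaks as called, and 72956 and 80728 after thinning.

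To ask how far the set of accessible sites changed upon ANP32E loss, the WT and null lists were intersected. Of the WT peaks, 80.5% overlapped a null peak by at least 1 bp (interval 80.3 to 80.8%, autosomes 75.5 to 85.7%). Of the null peaks, 82.1% overlapped a WT peak (81.8 to 82.4%, autosomes 76.6 to 88.3%). Both shares were lowest under a reciprocal overlap of 50%, at 73.7% and 75%. The range over autosomes was far wider than the counting interval. WT peaks were shared least on chromosome 14 and most on chromosome 19, whereas null peaks were shared least on chromosome 18 and most on chromosome 9.

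Overlap rose steeply with peak strength. Fold enrichment at the summit, the authors' own value for each peak, was used to rank peaks within a list. In the lowest quartile of fold, 48.4% of WT peaks overlapped a null peak, compared with 78.9%, 95.3% and 99.7% in the higher quartiles. For null peaks the shares were 53.9%, 80.2%, 95.2% and 99.5%. Peaks without a counterpart were weak and narrow. The 16356 WT-only peaks had a median fold percentile of 17.2 within the WT list and a median width of 325 bp, and the 14773 null-only peaks had a median percentile of 18.2 within the null list and a median width of 317 bp. Shared peaks had medians of 659 bp in WT and 640.5 bp in null.

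**Figure D2:**
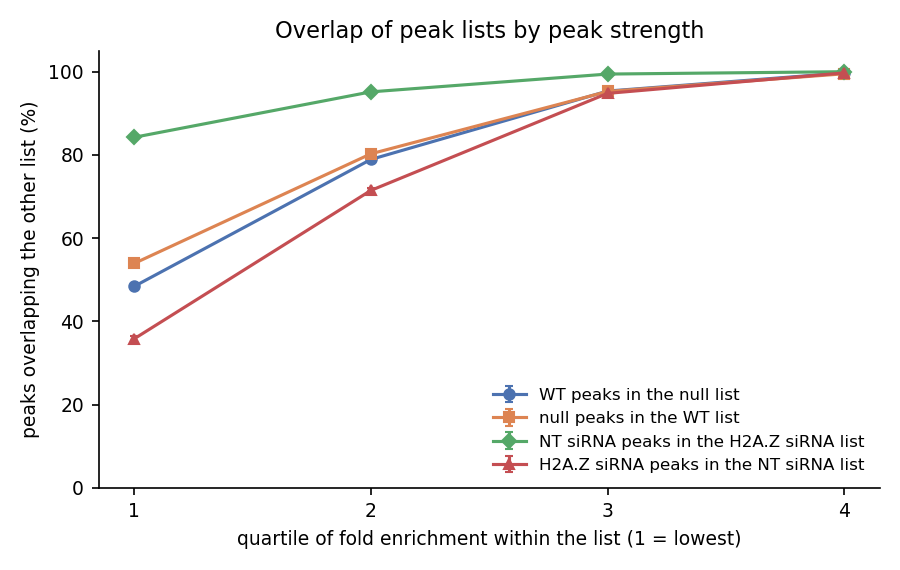
Share of peaks that overlapped the partner list (vertical axis, %) by quartile of fold enrichment within each list (horizontal axis, 1 is the lowest), where points are shares, bars are 95% Wilson intervals and each line is 1 list against its partner. All 4 lines end at 99.5% or more in the highest quartile, and start between 35.8% and 84.2%.

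Merging the WT and null lists gave 98288 union sites, of which 67159 were called in both genotypes, 16356 in WT alone and 14773 in null alone. Under a −log10 q of 5 or more the order of the genotype-specific classes changed, with 9424 sites in WT alone and 12027 in null alone. At equal depth there were 12683 and 17135, respectively.

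Next, the lists from siRNA-treated Anp32e null cells were compared to see which sites were called after H2A.Z depletion. Of the NT siRNA peaks, 94.7% overlapped an H2A.Z siRNA peak (94.5 to 94.8%, autosomes 93.4 to 95.8%). Conversely, 75.4% of H2A.Z siRNA peaks overlapped an NT siRNA peak (75.2 to 75.7%, autosomes 73.1 to 77.1%). The shares moved closer with the same number of peaks from each list, taken by −log10 p, at 89.9% and 87.1%. The 26644 peaks found after H2A.Z siRNA alone had a median fold percentile of 17.7 within their list, and the 4742 peaks found after NT siRNA alone had a median percentile of 14.9.

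The design asks whether sites that appear without ANP32E are lost when H2A.Z is depleted. The 4 lists merged into 128522 sites, of which 59011 were called in every list. Among the 14034 sites called in null but not WT, 53.7% were called after NT siRNA (52.9 to 54.6%, autosomes 47.8 to 65.0%) and 69.6% after H2A.Z siRNA (68.8 to 70.3%, autosomes 63.5 to 80%). Sites called after NT siRNA but not after H2A.Z siRNA made up 3.36% of the null-only sites (3.08 to 3.67%), whereas 19.2% (18.6 to 19.9%) were called after H2A.Z siRNA but not after NT siRNA. The same direction was found at the 66194 sites shared by WT and null, with 90.2% (89.9 to 90.4%) and 94.6% (94.4 to 94.8%) called, and at the 15786 WT-only sites, with 28.8% (28.1 to 29.5%) and 40.2% (39.5 to 41.0%). At WT-only sites the difference shrank with lists of equal length. The shares were 25.3% (24.6 to 26.0%) and 26.2% (25.5 to 26.9%) with the same number of peaks from each list, where 6.28% (5.90 to 6.68%) were called after NT siRNA alone and 7.25% (6.84 to 7.68%) after H2A.Z siRNA alone. They were in reverse order, at 25.9% (24.3 to 27.5%) and 25.4% (23.9 to 27.1%), for the top 20000. The difference shrank at shared sites too, to 88.6% (88.3 to 88.8%) and 89.3% (89.1 to 89.5%) with the same number of peaks. For the top 20000, shared sites were called at 83.9% (83.3 to 84.4%) and 84.7% (84.1 to 85.2%), with intervals that overlap. The difference between the siRNA lists at null-only sites shrank most for the top 20000 peaks of each list. The shares were 48.1% (46.2 to 49.9%) after NT siRNA and 51.0% (49.2 to 52.9%) after H2A.Z siRNA, with intervals that overlap. With the same number of peaks from each list the shares were 48.6% (47.8 to 49.4%) and 52.0% (51.2 to 52.8%). In that setting, 7.98% of null-only sites (7.55 to 8.44%) were called after NT siRNA alone and 11.4% (10.9 to 11.9%) after H2A.Z siRNA alone.

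**Figure D3:**
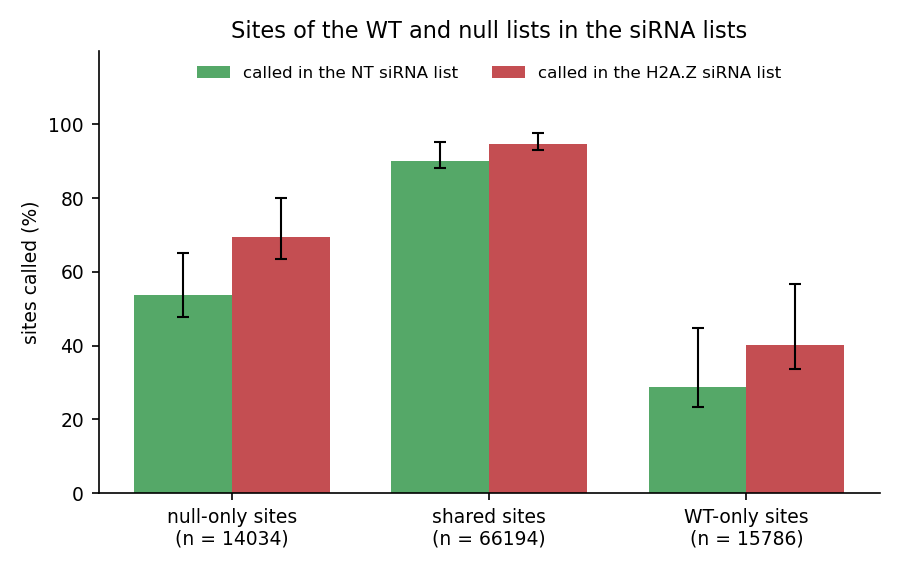
Share of merged sites (vertical axis, %) called in the NT siRNA list (green) and in the H2A.Z siRNA list (red), for 14034 null-only, 66194 shared and 15786 WT-only sites. Error bars give the range over the 19 autosomes; as called, the H2A.Z siRNA share was the higher in each class, at 69.6% against 53.7% for null-only sites.

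Quantitative change was compared at the 59011 sites called in all 4 lists. Each site's fold was turned into a percentile rank within its own list, and the rank difference between null and WT was set against that between H2A.Z siRNA and NT siRNA. Spearman's rho across sites was −0.0211, with a 95% interval of −0.0337 to −0.00938 over draws of whole chromosomes (single autosomes −0.1 to 0.00536). Sites are not independent replicates and no p-value is given. The sign of this small value changed with the setting, with rho of 0.0463 for the same number of peaks from each list and 0.025 for ranks by −log10 p. Across quartiles of the rank change upon ANP32E loss, from sites that ranked lower in null to sites that ranked higher, the median rank change after H2A.Z siRNA was 6.70, 3.66, 2.47 and 5.61 percentile points. These medians shifted with list length. With the same number of peaks from each list they were −0.887, −0.368, −0.478 and 0.189 points. In the quartile that gained most rank in null, 27.9% of sites ranked lower after H2A.Z siRNA, compared with 25.9% in the quartile that lost most. The shares in quartiles 2 and 3 were higher than both, at 28.8% and 33.2%. At the 18136 promoter sites rho was −0.12 (−0.136 to −0.108), and at the 40875 distal sites it was −0.00531 (−0.018 to 0.00657).

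**Figure D4:**
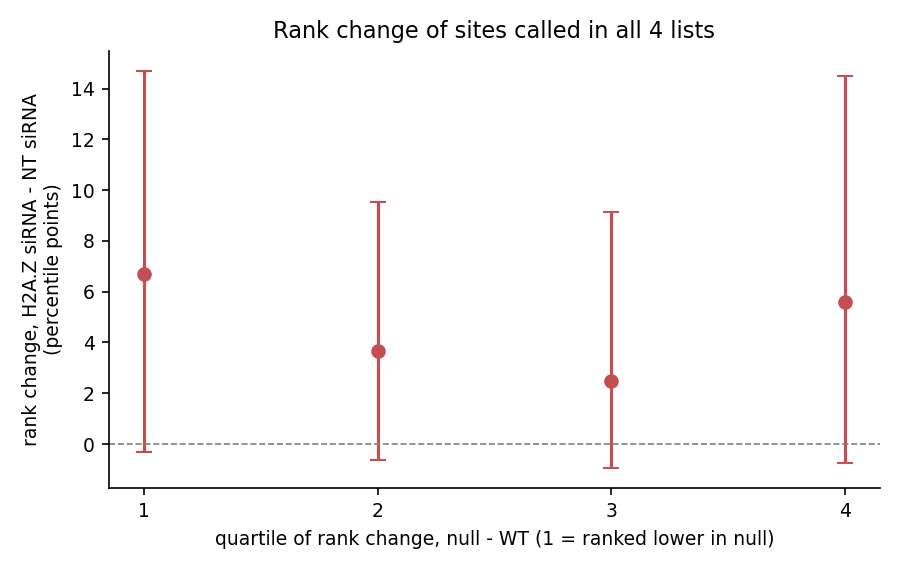
Median change in percentile rank between H2A.Z siRNA and NT siRNA (vertical axis, percentile points) in quartiles of the change between null and WT (horizontal axis, 1 holds the sites ranked lowest in null). Points are medians over sites, at 6.70, 3.66, 2.47 and 5.61. Bars are the interquartile range, which shows the scatter of sites and not the error of a median. Over single autosomes the medians ran from 5.82 to 7.66, 3.06 to 4.30, 1.63 to 3.68 and 2.74 to 7.45 in quartiles 1 to 4.

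Pairwise similarity was measured by the Jaccard index of covered bases. WT and null had an index of 0.66 (autosomes 0.643 to 0.676). The null and NT siRNA lists, both from Anp32e null cells, had an index of 0.637 (0.6 to 0.655), and NT siRNA and H2A.Z siRNA had 0.636. The null list was nearer than the WT list to each siRNA list, at 0.637 against 0.586 for NT siRNA and 0.566 against 0.53 for H2A.Z siRNA. For the top 20000 peaks of each list by −log10 p, the index was 0.712 for WT and null and 0.615 for null and NT siRNA.

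Promoters were defined as 1 kb on either side of the 132629 annotated transcription start sites (TSSs). The share of peaks at promoters was 25.4% in WT (25.1 to 25.7%, autosomes 20.8 to 31.6%), 25.5% in null (25.2 to 25.8%, autosomes 19.2 to 33.4%), 24.6% in NT siRNA (24.3 to 24.9%, autosomes 18.7 to 31.6%) and 22.5% in H2A.Z siRNA (22.2 to 22.7%, autosomes 17.2 to 29.6%). WT and null did not differ beyond the counting intervals as called. The WT share was the higher at a −log10 q of 5 or more, at 28.4% (28.0 to 28.7%) against 27.5% (27.2 to 27.8%), and at equal depth, at 27.1% (26.8 to 27.5%) against 25.8% (25.5 to 26.1%). The shares rose most for the top 20000 peaks of each list, to 50.2%, 49.5%, 52.9% and 52.5%, respectively. A peak lay at 45.1% of promoters in WT, 44.9% in null, 45.7% in NT siRNA and 48.8% in H2A.Z siRNA. Only 11.6% of WT-only peaks (11.1 to 12.1%) and 11.2% of null-only peaks (10.7 to 11.7%) were at promoters, compared with 28.8% of shared WT peaks and 28.7% of shared null peaks.

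Peaks were then examined at the deleted gene, the siRNA targets and a pair of the study's example genes. Anp32e (ENSMUSG00000015749.12, plus strand) spans 95929246 to 95947390 on chromosome 3. A peak at its TSS was called in every list, at percentiles of fold of 80.8 in WT, 84.8 in null, 86.3 in NT siRNA and 86.2 in H2A.Z siRNA. In WT this peak ran from 95928775 to 95929596 with a summit of 117 fragments, and in null from 95928758 to 95929566 with 125 fragments. The siRNA targets also kept their TSS peaks. H2afz (ENSMUSG00000037894.13, chromosome 3, 137864487 to 137866922, plus strand) had TSS percentiles of 86.2 in WT, 81.7 in null, 70.0 after NT siRNA and 72.8 after H2A.Z siRNA. H2afv (ENSMUSG00000041126.16, chromosome 11, 6427229 to 6444443, minus strand) had percentiles of 97.3 and 98.9. Peak lists do not report transcript levels, so the deletion and the knockdown could not be checked in them.

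Crabp1 (ENSMUSG00000032291.8, chromosome 9, 54764748 to 54773110, plus strand) differed between genotypes. No WT peak lay within 1 kb of its TSS, whereas null had a peak from 54764748 to 54765811, with its summit in a UTR at 54764819, a pileup of 32 fragments and a fold percentile of 44.6. That peak was present at percentile 62.4 after NT siRNA and 58.0 after H2A.Z siRNA. For comparison, the 14773 null-only peaks had a median percentile of 18.2. Chromosome 9 as a whole had 0.88 null peaks per WT peak, the lowest ratio among the autosomes. Cdkn1c (ENSMUSG00000037664.13, chromosome 7, 143458339 to 143461050, minus strand) had a TSS peak in each list, at percentiles of 18.5 in WT, 20.3 in null, 50 after NT siRNA and 57.6 after H2A.Z siRNA.

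**Figure D5:**
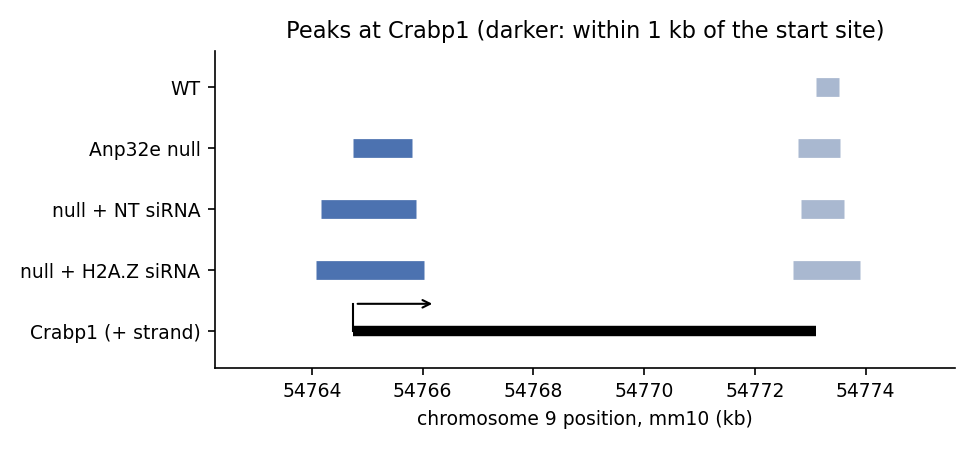
Peaks at Crabp1 in the 4 pooled lists (rows) along chromosome 9 of mm10 (horizontal axis, kb); the black bar is the gene and the arrow its TSS. Dark bars are peaks within 1 kb of the TSS, found in null, NT siRNA and H2A.Z siRNA but not in WT, and light bars are other peaks.

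The strongest autosomal null peaks that overlapped no WT peak and recurred after NT siRNA were on chromosome 10 from 16990218 to 16990569, in an exon of Gm20125 (fold 19, 117 fragments), on chromosome 2 from 55822276 to 55823305 (fold 16.1, 146 fragments) and on chromosome 17 from 54059406 to 54059772 (fold 14.7, 128 fragments), the last 2 in intergenic sequence. The strongest WT peaks that overlapped no peak of any other list were all intergenic. They lay on chromosome 3 from 96488927 to 96489854, 517 bp from the TSS of Gm22614 (fold 12.6, 238 fragments), on chromosome 18 from 44298196 to 44299108 (fold 11.7, 114 fragments) and on chromosome 3 from 77695433 to 77696208 (fold 11.5, 112 fragments). Chromosome 18 had 1.09 null peaks per WT peak.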

Values the study reported

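The study reported higher accessibility in Anp32e null MEFs at nearly 95% of the sites it scored as differentially accessible between the genotypes. It counted more than 18,000 sites with a significant increase. After H2A.Z knockdown in null cells, it described a reversal at 85% of the H2A.Z-bearing promoter sites that had gained accessibility, and at 67% of such sites away from promoters.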

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

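No paired analysis was possible because each group's libraries were pooled into 1 peak list, and leaving out each replicate in turn was not run for the same reason. Thinning to equal depth was chosen after the data were seen; the other alternatives were fixed beforehand. Of the 141 values that these alternatives gave for the main comparisons, 76 stayed inside their interval, autosome SD or 1.5-fold range, 63 moved outside it and 2 changed sign. Of 268 values for the remaining results, 141 stayed, 122 moved (with the 5 that changed sign, 55 rose and 72 fell) and 5 changed sign. Using every sequence in the lists, autosomes alone, merging across one nucleosome length or sites with 1 peak per list changed no main comparison. Except where a value or the alternative's construction shows it, the cause of a change was not tested.

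Overlap of the lists moved under each definition. The shares of WT peaks in null and of null peaks in WT were 86.0% and 82.8% at a −log10 q of 5 or more, 81.6% and 81.7% with the same number of peaks from each list, 86.0% and 86.0% for the top 20000 peaks, 73.7% and 75% under reciprocal overlap, 78.8% and 80.3% by summit, and 83.7% and 79.2% at equal depth. The shares of NT siRNA peaks in H2A.Z siRNA and of H2A.Z siRNA peaks in NT siRNA were, in the same order, 96.3% and 73.8%, 89.9% and 87.1%, 89.2% and 88.8%, 81.4% and 67.1%, 94.3% and 74.3%, and 90.7% and 82.0%. The order of WT and null shares thus depended on the setting, whereas the NT siRNA share was the higher of its pair under all 6 settings.

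The stricter q left 9424 WT-only union sites. The top 20000 peaks gave 22782 union sites, with 2803 in WT alone and 2794 in null alone, as follows from the smaller lists. The Jaccard index of WT and null was 0.688 at the stricter q and 0.712 for the top 20000 peaks, that of null and NT siRNA 0.615 for the top 20000, and that of NT siRNA and H2A.Z siRNA 0.677 with the same number of peaks, 0.700 for the top 20000 and 0.656 at equal depth.

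Null-only sites were called after NT siRNA and after H2A.Z siRNA at 64.6% and 83.0% with the stricter q, 48.6% and 52.0% with the same number of peaks, 48.1% and 51.0% for the top 20000, and 60.4% and 67.9% at equal depth. The direction was the same in each at null-only sites, whereas at WT-only sites it was reversed for the top 20000, at 25.9% and 25.4%. At null-only sites the gap was narrow once list lengths were equal, so the depth and length of the H2A.Z siRNA list limit what this comparison can show.

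The rank relation had no stable sign. The Spearman correlation was 0.0463 with the same number of peaks, 0.025 for ranks by −log10 p and −0.0946 for the top 20000 peaks. It was −0.0359 at the stricter q and −0.0164 at equal depth. With the same number of peaks, the median rank changes after H2A.Z siRNA turned negative in quartiles 1 to 3, at −0.887, −0.368 and −0.478 points. For the top 20000 they were negative in quartiles 3 and 4, at −0.49 and −1.14 points. At equal depth they stayed positive in quartiles 1 to 4, at 2.39, 1.22, 1.18 and 1.55 points. A longer list raises the percentile of any given peak, so part of the positive medians in the unequal lists follows from their lengths.

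Promoter shares in WT, null, NT siRNA and H2A.Z siRNA were 28.4%, 27.5%, 25.6% and 22.8% at the stricter q, 50.2%, 49.5%, 52.9% and 52.5% for the top 20000 peaks, 22.3%, 22.5%, 21.3% and 19.3% within 500 bp of a TSS, and 19.2%, 19.4%, 18.2% and 15.4% for protein-coding transcripts. With the same number of peaks they were 25.4% in NT siRNA and 24.9% in H2A.Z siRNA, and at equal depth 27.1% in WT, 25.8% in null and 23.4% in H2A.Z siRNA. The order of WT and null thus depended on the setting.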

Other observations

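Of the 25 tests described here, 16 were chosen or given their final limits only after the result was seen: those of sampling behind the partial overlap, of the scaling, of GC content between the null and NT siRNA lists, of GC content behind chromosome shifts, of list length behind the recovery of null-only sites, of copies of whole chromosomes, of gene density, of chromosome 16 (2 tests), of the rank correlation (2 tests), of SP1 at equal depth and matched strength (2 tests) and of TEAD (3 tests). All rest on 1 pooled list per group.

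Recovered pileups at the 66194 sites called in both WT and null were higher in null once divided by each list's background, with a median log2 ratio of 0.59, and 89.6% of sites were higher. Of the sites that differed by more than 0.5 on the log2 scale, 38961 were higher and 1208 lower in null, so 97.0% of changed sites were higher. Scaled on the strongest 1000 shared sites, the median was −0.22, with 2669 sites higher and 17292 lower, so 13.4% of changed sites were higher. The scaling decided the sign, and no value in these lists says which scaling holds. A genome-wide rise in accessibility and a higher share of fragments in peaks in the null libraries cannot be told apart here. The number of shared sites higher in null by more than 0.5 was 38961 under the background scaling and 2669 under the other, by this limit alone and without a significance test. The former is higher and the latter lower than the number of sites with a significant increase quoted from the study above, which is not the same measure.

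After H2A.Z siRNA, background-scaled pileups at the 81659 sites shared with NT siRNA had a median log2 ratio of −0.27, with −0.3 at promoters and −0.26 at distal sites. Sites that differed by more than 0.5 were lower in 22514 cases and higher in 3311, so 12.8% of changed sites were higher. Scaled on the strongest 1000 sites, the median was 0.04, with 7798 lower and 11120 higher, so 58.8% of changed sites were higher. The quartiles and correlations that follow cover the 59011 sites called in every list, so sites not called in WT were left out. Under the background scaling, the median was −0.30 in the quartile of sites that rose least in null over WT. It was −0.21 in the quartile that rose most, so among these sites those with the largest gain did not show the largest drop. The quartiles mixed promoter and distal sites and were not split by H2A.Z marking. The study reported the largest drop at promoters that gained most, and a reversal at sites marked by H2A.Z. These quartiles do not test that result. The Spearman correlation between both ratios was 0.0945 across sites (interval over draws of chromosomes 0.0859 to 0.105), 0.0577 at promoter and 0.107 at distal sites, 0.0968 with GC content removed and 0.0996 with chromosome medians subtracted. For rank changes it was 0.0422 when sites were ranked among the common sites and −0.0202 with chromosome medians subtracted. The sign thus depended on the measure, and sites are not independent replicates. For the rank changes of the report, removing GC content left rho at −0.0265 (−0.0385 to −0.0161), so GC content did not account for the negative sign. Ranking by recovered pileup gave 0.0462 (0.0292 to 0.0662), a change of sign that neither outcome of that test had foreseen, so the part of local background was left undecided. These tests were first set against the SD over autosomes, which is not the error of the correlation across all sites, and the interval over draws of chromosomes replaced it.

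The difference in peak number between WT and null may be a matter of depth, since thinning reduced the WT list to 77910 peaks, below the null list. Thinning can only remove peaks, so it does not show that null has more peaks at equal depth. Depth alone did not account for the longer H2A.Z siRNA list, which kept 95400 peaks at the depth of NT siRNA. Nor did sampling account for the partial overlap of WT and null. A first simulation drew sites with the strengths of the H2A.Z siRNA list and gave overlaps of 98.2% and 93.0%. It was replaced because those sites are stronger than the WT and null peaks. In a second draw of the same peak strengths, with pileups scaled by the ratio of backgrounds to the depth of WT, 99.5% of null peaks were called, above the 82.1% observed. In the other direction 90.2% of WT peaks were called, against 80.5% observed, and in the upper 50% of WT peaks by fold the draw missed 24 peaks whereas 1044 had no null counterpart. With pileups scaled by the median pileup ratio at shared sites, which carries over any difference between the genotypes, the draws called 90.8% of null and 99.4% of WT peaks. That scaling was used first, and the ratio of backgrounds was added later because it stands for depth alone. Peaks that passed a threshold by chance are overstated in such a draw, which affects weak peaks most. Variation between libraries and a genotype effect stay open and were not tested, as the lists were pooled.

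Null-only sites were recovered more often after H2A.Z siRNA than after NT siRNA. Equal depth left 67.9% against 60.4%, the same number of peaks left 52.0% against 48.6%, and counting only summits inside null-only peaks left 47.9% (47.1 to 48.7%) against 45% (44.2 to 45.8%), so none of depth, list length and peak width removed the difference in these settings. For the top 20000 peaks the intervals overlapped, at 51.0% (49.2 to 52.9%) against 48.1% (46.2 to 49.9%) of 2784 null-only sites. List length thus stayed open in that smaller set. List length was first tested on WT-only sites, of which 35.8% were called after H2A.Z siRNA and 31.4% after NT siRNA at equal depth, so a general rise in calls would have been compatible with that result. That test was then replaced by the one with the same number of peaks. By summits, WT-only peaks were recovered at 22.5% (21.9 to 23.1%) after H2A.Z siRNA and 22.1% (21.4 to 22.7%) after NT siRNA. Shared null peaks were in reverse order, at 86.3% (86.0 to 86.6%) and 86.7% (86.5 to 87.0%), with intervals that overlap. Less noise in the ranking of weak peaks in a deeper list may still contribute, and an effect of H2A.Z depletion on these sites was not tested with replicates.

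The null over WT ratio differed between whole chromosomes. Autosome medians ran from 0.39 on chromosome 14 to 0.79 on chromosomes 16, 17 and 18, with an SD of 0.136, whereas the H2A.Z siRNA over NT siRNA ratio had an SD of 0.0138. Dealing the sites at random to chromosomes 1000 times gave an SD of at most 0.0132, and removing GC content left it at 0.137, so neither chance nor GC content accounts for the shifts. Across the 19 autosomes the shifts correlated at 0.941 between the sites below and above the median position of each chromosome, at 0.989 between promoter and distal sites, and at 0.989 between weak and strong sites. The SD of autosome medians was 0.138 for null over NT siRNA and 0.193 for NT siRNA over WT. A spread of this size was thus also found between lists that both came from Anp32e null cells. NT siRNA over WT sets null against WT cells as well, so it is not a separate check. Chromosome 14 had the lowest median there too, at 1.19. Chromosome 11 differed, being low for null over WT at 0.43 and high for NT siRNA over WT at 1.70. For null over NT siRNA and NT siRNA over WT, the sites below and above the median position correlated at −0.115 and 0.276, respectively. Null peaks per WT peak ranged from 0.88 on chromosomes 9 and 14 to 1.1 on chromosome 19. Autosome medians of null over WT did not correlate clearly with autosome GC content (Pearson's r −0.4, permutation p 0.0887, adjusted 0.177; Spearman's rho −0.432, permutation p 0.0651, adjusted 0.13). A candidate explanation is that the WT and null cultures differed in copies of whole chromosomes, as primary MEFs in culture may. It was found and tested on the same data, and input DNA or karyotypes were not used here. Sites called in 1 genotype alone may therefore partly reflect the chromosome they lie on.

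The null and NT siRNA lists, both from Anp32e null cells, differed in another way. The ratio of null to NT siRNA fell with GC content, from a median log2 of −0.57 in the lowest GC quartile to −1.14 in the highest, with rho of −0.281 across sites. The rho was −0.107 for H2A.Z siRNA over NT siRNA and 0.0499 for null over WT. It was 0.277 for NT siRNA over WT, 0.232 for H2A.Z siRNA over null and 0.227 for H2A.Z siRNA over WT. Across sites, this trend thus set both transfected lists apart from both untransfected lists. Across the 19 autosomes, the median null over NT siRNA ratio fell with autosome GC content (Pearson's r −0.661, permutation p 0.0012, adjusted 0.0048; Spearman's rho −0.734, permutation p 0.00047, adjusted 0.00188), with r of −0.549 without the 2 autosomes of most extreme GC content. For H2A.Z siRNA over NT siRNA r was −0.154 (permutation p 0.524, adjusted 0.524) with rho of −0.194 (permutation p 0.422, adjusted 0.562), and for NT siRNA over WT r was 0.212 (permutation p 0.386, adjusted 0.515) with rho of 0.14 (permutation p 0.564, adjusted 0.564). A GC bias between the libraries is a candidate explanation, but it cannot be told apart from an effect of transfection, which also differed between these lists, and the sample labels give no batches. The opposite ratio, NT siRNA over null, also varied along chromosomes. Its median in 1-Mb bins of distal sites rose with the number of annotated TSSs in the bin, at a rho of 0.568 across 1873 bins (0.281 with GC content removed), compared with 8.5e-05 for H2A.Z siRNA over NT siRNA and −0.0709 for null over WT. Chromosome 16 was examined because its sites below and above its median position differed most (log2 of 0.64 for null over NT siRNA), although the largest single step, of −0.92 for NT siRNA over null, was on chromosome 19. On chromosome 16 the NT siRNA over null ratio dropped by a log2 of 0.62 beyond 40 Mb. Removing GC content left −0.55, and H2A.Z siRNA over null showed −0.73. A different number of copies of part of chromosome 16 could give such a step, but 17 of 19 autosomes had a step of more than 0.25 for NT siRNA over null. So many steps are not what a change confined to chromosome 16 predicts, and the test, whose stated outcome for a copy-number change had been met, was left undecided for that reason. The copy number of this part of chromosome 16 and the regional effect cannot be told apart without input DNA. Comparisons of untransfected with transfected cells in these lists thus carry a regional difference that was not seen to this degree within the pairs WT and null or NT siRNA and H2A.Z siRNA.

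Null-only and WT-only peaks differed in sequence. An AP-1 consensus lay within 100 bp of the summit in 22.5% of null-only peaks (21.9 to 23.2%) and 17.1% of WT-only peaks (16.5 to 17.7%), compared with 24.2% of shared peaks. Matching on GC content left 22.6% and 17.0%, equal depth left 22.5% and 18.7%, and matching on −log10 p left 22.3% and 18.1%, with intervals apart each time. GC content, depth and −log10 p, each taken alone, thus did not account for the whole difference, which narrowed at equal depth and with −log10 p matched. They were not matched together. Since −log10 p depends on depth, matching on it did not ensure equal enrichment. The difference may be biological, as AP-1 sites that open without ANP32E, but this was not tested in replicates, and variation between libraries stays open. An SP1 consensus was found in 4.6% of null-only (4.27 to 4.95%) and 3.76% of WT-only peaks (3.48 to 4.06%). With GC content matched the shares were 4.51% (4.19 to 4.86%) and 3.97% (3.67 to 4.30%), whose intervals overlap, so GC content may account for that difference, although the overlap is narrow and the shares stayed apart at 4.66% and 3.77% when matched on −log10 p and at 4.93% and 3.75% at equal depth. A TEAD consensus was found in 20.5% of null-only (19.9 to 21.2%) and 18.3% of WT-only peaks (17.7 to 18.8%). These shares stayed apart at 20.5% and 17.9% with GC content matched and at 20.4% and 18.8% matched on −log10 p, so neither alone accounts for the difference. At equal depth the intervals of 20.2% (19.6 to 20.8%) and 19% (18.3 to 19.7%) overlap narrowly, so depth may account for it. RUNX was found in 21.3% (20.7 to 22.0%) and 20.4% (19.8 to 21.1%), and NF-Y in 24.4% (23.8 to 25.1%) and 23.9% (23.2 to 24.5%), with intervals that overlap. NF-Y was counted as the short sequence CCAAT, which lay in 24.0% of shared peaks as well. No rate outside peaks is given here, so the equal shares say little about NF-Y itself.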
